# Identification of 9 uterine genes that are regulated during mouse pregnancy and exhibit abnormal levels in the cyclooxygenase-1 knockout mouse

**DOI:** 10.1186/1477-7827-5-28

**Published:** 2007-07-06

**Authors:** Baohui Zhao, Deanna Koon, Allyson L Curtis, Jessica Soper, Kathleen E Bethin

## Abstract

**Background:**

Preterm birth is the leading cause of all infant mortality. In 2004, 12.5% of all births were preterm. In order to understand preterm labor, we must first understand normal labor. Since many of the myometrial changes that occur during pregnancy are similar in mice and humans and mouse gestation is short, we have studied the uterine genes that change in the mouse during pregnancy. Here, we used microarray analysis to identify uterine genes in the gravid mouse that are differentially regulated in the cyclooxygenase-1 knockout mouse model of delayed parturition.

**Methods:**

Gestational d18.0 uteri (n = 4) were collected from pregnant wild-type and cyclooxygenase-1 knockout mice. Part of the uterus was used for frozen sections and RNA was isolated from the remainder. Microarray analysis was performed at the Indiana University School of Medicine Genomic Core and analyzed using the Microarray Data Portal. Northern analysis was performed to confirm microarray data and the genes localized in the gravid uterus by in situ hybridization.

**Results:**

We identified 277 genes that are abnormally expressed in the gravid d18.0 cyclooxygenase-1 knockout mouse. Nine of these genes are also regulated in the normal murine uterus during the last half of gestation. Many of these genes are involved in the immune response, consistent with an important role of the immune system in parturition. Expression of 4 of these genes; arginase I, IgJ, Tnfrsf9 and troponin; was confirmed by Northern analysis to be mis-regulated during pregnancy in the knockout mouse. In situ hybridization of these genes demonstrated a similar location in the gravid wild-type and Cox-1 knockout mouse uteri.

**Conclusion:**

To our knowledge, this is the first work to demonstrate the uterine location of these 4 genes in the mouse during late pregnancy. There are several putative transcription factor binding sites that are shared by many of the 9 genes identified here including; estrogen and progesterone response elements and Ets binding sites. In summary, this work identifies 9 uterine murine genes that may play a role in parturition. The function of these genes is consistent with an important role of the immune system in parturition.

## Background

In 2004 12.5% of all births in the USA were preterm [1]. Preterm birth is the leading cause of all infant mortality and a major cause of morbidity [2-4]. The reason that idiopathic preterm labor remains an enigma is that the mechanisms that initiate normal labor are largely unknown. Parturition has been studied in many species, but there is no perfect animal model of human labor [5]. Mouse models are useful to study parturition because gestation is short (19.5 days) and genetically modified models are readily available [6]. In addition, some of the uterine changes that occur in pregnancy are similar in mice and humans [6-8].

Gene knockouts of prostaglandin synthesis enzymes and receptors have demonstrated the importance of the prostaglandin synthesis pathway for normal murine parturition [9-12]. Cyclooxygenase-1 (Cox-1) and Cox-2 catalyze the first committed step in prostaglandin synthesis. Cox-1 and Cox-2 have similar structure and are both inhibited by the nonselective nonsteroidal antiinflammatory drugs, but are regulated differently [13]. Cox-1 is constitutively expressed in most tissues. However, induction of uterine Cox-1 mRNA between gestational days (d) 14.5 and 15.5 and the subsequent increase in prostaglandin F2α (PGF2α) are critical to normal timed labor in the mouse [9,10]. In murine parturition, arachidonic acid is released from cell membranes by cytosolic phospholipase A2 (cPLA_2_). Cyclooxygenase-1 (Cox-1) and prostaglandin F synthase convert arachidonic acid to PGF2α which causes luteolysis and a fall in progesterone resulting in induction of uterine prostaglandin receptors, oxytocin receptor and connexin-43, leading to increased contractions and pup delivery [13]. In normal parturition, progesterone falls between d17.5 and d18.5, followed by an increase between d18.5 and d19.3 of myometrial oxytocin receptor, PGF2α receptor and connexin-43 [10,14,15]. Fertility in the Cox-1 knockout (KO) mouse is normal, but the mice deliver their pups 2 days late. Failure of induction of Cox-1 and PGF2α results in delayed luteolysis, high progesterone levels, decreased levels of oxytocin receptor and connexin-43 (Muglia, unpublished results) on d19.0 (half-day prior to normal delivery) [10,16,17]. Cox-2 is undetectable in most tissues, but can be induced to high levels in response to inflammatory stimuli. The Cox-2 KO mouse is infertile due to defects in ovulation, fertility, implantation and decidualization [18]. Just before delivery, Cox-2 is induced in the myometrium, but does not appear to be important for normal timing of parturition [19-21].

The cPLA_2 _and PGF2α receptor KO mice also fail to deliver their pups normally and demonstrate failure to induce prostaglandin receptors, oxytocin receptor and connexin 43 [10,11,16,19,20]. Bilateral ovariectomy or administration of a progesterone antagonist (RU-486) induces uterine oxytocin receptor and connexin-43 and leads to pup delivery within 16–24 hours in the Cox-1, cPLA_2 _and PGF2α receptor KO mice. Administration of PGF2α also induces delivery in the Cox-1 and cPLA_2 _KO mice [10,11,16,19,21-23]. Since some parturition-related genes have low levels in these murine models that deliver their pups late but are increased to normal after labor is induced, we hypothesized that the Cox-1 KO mouse model of delayed parturition will be useful in identifying other genes important in the parturition pathway.

Microarray analysis identifies hundreds of uterine genes that change during pregnancy [24-26]. Using a cut-off of 2-fold, 504 uterine genes were identified by microarray analysis that are up- or down-regulated on gestational d16.5 or d19.0 compared to d13.5 in the gravid wild-type mouse [24]. To reduce this list of potential parturition-related genes, we compared the uterine gene expression profiles of the gravid d18.0 Cox-1 KO and wild-type mice. By identifying uterine genes that are regulated in normal pregnancy and abnormally expressed in the Cox-1 KO model of delayed parturition, we hypothesized that the number of candidate genes for roles in parturition would be reduced.

In normal mouse pregnancy, but not in the Cox-1 KO mouse, increased uterine PGF2α leads to luteolysis followed by a fall in progesterone between d17.5 and d18.5 [10,15]. For this study, we wished to identify uterine genes activated or repressed by the parturition cascade, independent of progesterone-regulation. Therefore, we harvested uteri from pregnant mice on gestational d18.0.

In summary, we have identified 277 uterine genes that are abnormally expressed in the gravid d18.0 Cox-1 KO mouse. From these genes we have identified 9 uterine genes that are also regulated during normal murine pregnancy and thus may play a role in normal parturition.

## Methods

### Animal husbandry

All mouse protocols were in accordance with National Institutes of Health guidelines and approved by the Institutional Animal Care and Use Committee of Indiana University School of Medicine (Indianapolis, IN). All mice used were 8–16 wks old and of a C57BL/6 (wild-type) or C57BL/6 × 129P2 (Cox-1 KO) genetic background. Mice were housed on a 12-h light, 12-h dark cycle with ad libitum access to rodent chow and water. Mating of estrous females to stud males was confirmed via detection of a copulation plug, with the morning of plug detection designated as d0.5 of gestation. Plugged females were removed from the male cage to ensure accurate gestation timing. Non-gravid (n = 2), gravid gestational d13.5, d16.5, d18.0 and d19.0 wild-type (n = 3–4) and Cox-1 KO mice (n = 3–4) as well as gestational d20.0 and d21.0 Cox-1 KO mice were euthanized by CO_2 _inhalation, and then the uteri were quickly isolated. The fetuses, fetal membranes and placenta were removed. Three pieces of uterus from each mouse were fixed in 4% paraformaldehyde, dehydrated in 10% sucrose and embedded in OCT (Sakura Finetek, Torrance, CA), for sectioning on a cryostat. The remainder of the uterus was snap frozen in liquid nitrogen and kept at -80°C until RNA was isolated.

### RNA isolation and microarray analysis

Gestational d18.0 RNA (n = 4 for each genotype) was isolated using Trizol (Invitrogen, Carlsbad, CA) and further purified using an RNeasy Mini Kit (Qiagen, Valencia, CA) and dissolved in Rnase-free water. RNA from all other time points was isolated using Trizol only. The A_260_/A_280 _was 1.55 – 1.69 for all Rneasy purified samples. The A_260_/A_280 _for Trizol-purified RNA was 1.43–1.6. Integrity of RNA was further checked on a 1.2% formaldehyde agarose gel. Concentration of RNA was determined by the A_260 _and amounts adjusted according to the relative intensities of the 28S band on the test gel. Approximately 200–300 μg of RNA was isolated from each uterus. The Center for Medical Genomics Core at Indiana University School of Medicine analyzed the RNA using Affymetrix 430 2.0 GeneChips. Five μg of total RNA was labeled following single cycle protocols recommended in the GeneChip Expression Analysis Technical Manual (Affymetrix, Santa Clara, CA). The cDNA was synthesized from RNA using a T7 promoter-dT24 oligonucleotide primer with the Invitrogen Life Technologies SuperScript Choice system. After the second strand synthesis and incubation with T4 DNA polymerase the products were purified using an Affymetrix Cleanup Module. Biotynylated cRNA was made using the Affymetrix IVT kit. The cRNA was purified with Qiagen RNeasy columns, quantitated and then fragmented at high temperature with magnesium. Fifteen μg of biotinylated cRNA was added to a total hybridization cocktail of 300 μL and 200 μL was hybridized to a 430 2.0 GeneChip at 45° for 17 h with constant rotation. The GeneChips were washed, stained with phycoerythrin-labeled streptavidin, washed, incubated with biotinylated anti-streptavidin and then restained with phycoerythrin-lableled streptavidin to amplify the signals, all following the standard Affymetrix protocol. In order to reduce non-random error, balanced groups of samples were handled in parallel. GeneChips were then scanned using a dedicated scanner controlled by Affymetrix GCOS software. The images were examined for defects and the hybridization intensity data was analyzed with the Affymetrix Microarray Suite version 5 (MAS5). MAS5 calculated a set of metrics that describe probe performance. The average intensity on each array was normalized by global scaling to a target intensity of 1000. Data were imported into the MicroArray Data Portal for further analysis. All genes included in the analysis had to have a "present" call in at least 50% of the samples. Significance was determined by a Student's t test of the log-transformed signal with a Welch's correction. Gene changes were considered significant if the p value was less than or equal to 0.05 and the fold-change was at least 1.5. Expression levels of all genes on the GeneChips are available under GEO accession number GSE8269 [27].

### *In situ *hybridization

The paraformaldehyde fixed uteri were cryopreserved in 10% sucrose in PBS and then embedded in OCT compound (Sakura Finetek, Torrance, CA) for sectioning on a cryostat. Sixteen-micrometer cryostat sections through the uteri were collected and thaw-mounted onto Superfrost plus slides. The slides were vacuum dried overnight and stored at -80°C [28]. RNA probes were prepared with α-^33^P-uridine triphosphate (Perkin Elmer, NJ) by incubating 2 μg of the linearized template with the appropriate polymerase using the Promega Riboprobe System [29]. RNA probes for arginase I [GenBank: NM_007482] and IgJ [GenBank: NM_152839] were transcribed from mouse EST clones (ATCC, Manassas, VA) using T7 polymerase. For Tnfrsf9 [GenBank: NM_011612] and Tnni2 [GenBank: NM_009405] RNA from gravid d13.5 normal mouse uteri was reverse transcribed and then amplified using specific primers designed by Oligoperfect (Invitrogen, Carlsbad, CA) (Table 1). The PCR products were TOPO cloned (Invitrogen, Carlsbad, CA) following the manufacturer's instructions. DNA was isolated from the bacterial culture using Qiagen Maxi kit (Valencia, CA). Both Tnfrsf9 and Tnni2 were linearized with EcoRI. Unincorporated nucleotides were removed by purifying the riboprobe over a Sephadex G50 column (Roche). Probes were used at a concentration of 1 × 10^6 ^cpm/mL of the radiolabel. Slides were hybridized to the appropriate anti-sense riboprobes in a humidified chamber for 20 h at 62°C for IgJ and 60°C for all other probes as described [28]. After washes, with the most stringent wash in 0.1 × SSC at 65°C for 30 min, and vacuum drying, slides were exposed to BioMax MR film (Kodak, Rochester, NY) for 1–2 days. Slides were dipped in NBT Autoradiography emulsion (Kodak) and exposed for 4 days (Tnfrsf9) or 8 days (arginase, IgJ and Tnni2). Emulsion dipped slides were developed and fixed using D-19 Developer and Fixer (Kodak). Slides were counterstained with hematoxylin and eosin. Sense probes were generated from the same EST clones used for the antisense probes. Sense templates were linearized with Not I. Arginase and IgJ sense templates were transcribed with SP6 polymerase. Tnfrsf9 and Tnni2 sense templates were transcribed with T7 polymerase. The sense probes were incubated under the identical conditions and the emulsion was exposed for the identical length of time as the corresponding antisense probes. Four mice from each gravid time point were analyzed for *in situ *hybridization. Since we were focusing on gravid uterus, only 2 wild-type uteri were analyzed. A representative slide from each time point is shown in the figures.

**Table 1:** Primers used to amplify Tnfrsf 9 and Tnni2 from gravid d13.5 mouse uterus.

Gene	Direction	Sequence	Exons
Tnfrsf9	Forward	5'CTAGTGGGCTGTGAGAAGGT3'	3–9
	Reverse	5'TCCTCCTTCTTCTTCCTGTG3'	
Tnni2	Forward	5'GGAGACAGCACCTGAAGAGT3'	3–6
	Reverse	5'CCGTTCCTTCTCAGTGTCTT3'	

### Northern blots

Northern analysis was performed as described previously [28]. Ten μg of RNA was separated on a 1.2% formaldehyde agarose gel and transferred overnight to nitrocellulose membranes. RNA on the blots were fixed by vacuum drying at 80°C (2 hours). RNA probes specific for mouse arginase I, IgJ, Tnfrsf 9, Tnni2 or cyclophilin A (as a loading control) (Ambion, Austin, TX) labeled with α-[^32^P]UTP (Perkin Elmer, Wellesley, MA) were generated as described for the *in situ *probes above. The blots were hybridized with the appropriate probe at 65°C overnight in 50% formamide-containing buffer. After being washed, the blots were used to expose Biomax-MS film (Kodak). Each mRNA hybridization signal was corrected for loading and recovery by normalization to the intensity of cyclophilin A hybridization. The films were scanned into Photoshop using an Epson Perfection 3490 Photo scanner. The band intensities were quantitated using NIH Image J [30]. A two-tailed ANOVA was used to determine statistical significance. For d18.0 samples 5 mice of each genotype were used. Only 3 mice from all other time points were used to be able to fit all of the Cox-1 KO samples on a single gel. The wild-type and Cox-1 KO blots were incubated at the exact same time in the same cylinder with radiolabeled probe so that relative expression levels could be compared.

### Transcription factor binding sites

Putative binding sites for each gene were determined using the VISTA browser and rVISTA program [31-34]. Only putative transcription factor binding sites that were conserved in both the mouse and human genes were identified.

## Results and discussion

Despite advances in medical technology, the incidence of preterm birth continues to increase and is the leading cause of infant mortality. We have had only limited success in preventing preterm labor because normal labor is not completely understood. We have studied parturition in the mouse because gestation is short and genetic manipulation of the mouse is relatively easy. We hypothesized that uterine genes that are abnormally expressed in a mouse model of delayed parturition may play roles in normal parturition and be good targets for therapeutic prevention of preterm labor. Since the Cox-1 KO mouse delivers its pups 2 days late, we compared uterine gene expression from the gravid d18.0 Cox-1 KO and wild-type mice. In order to reduce the number of candidate parturition-related genes identified we compared the genes identified as abnormally expressed in the Cox-1 KO uterus to the genes that we had previously identified as changing from gestational d13.5 to d19.0 in the wild-type mouse uterus [24]. 

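Uterine RNA of 4 wild-type and 4 Cox-1 KO mice at gestational day 18 was hybridized to Affymetrix mouse 430 2.0 arrays, with RNA of a single mouse on each array. The authors computed the signal of each probe set with Affymetrix Microarray Suite (MAS5) and scaled every array to a target intensity of 1000. The deposited table holds this signal on a linear scale for 28000 probe sets, of which 60 are array controls, and it holds no detection calls. In its annotation 23579 probe sets carry a single gene symbol, for 13120 genes. The median signal of an array lay between 731 and 757, and 92.4 to 94.0% of the probe sets of an array had a signal of 100 or more. Signals were compared on the log2 scale, as Cox-1 KO minus wild-type, with limma and its trend on mean signal for the 26444 probe sets with a signal of 100 or more on at least 4 arrays. This filter stands in for the present call of the methods, and p-values were adjusted by Benjamini-Hochberg over all probe sets tested. Ptgs1, the gene deleted in these mice, had a signal of 9730.5 ± 1791 (SD, n = 4) in wild-type and 105.5 ± 28.2 (SD, n = 4) in Cox-1 KO uterus. Ptgs1 fell (adjusted p = 5.66e-08), by at least 6.40 on the log2 scale when signals under 100 were set to 100, since its Cox-1 KO signals of 76 to 136 are close to background. The arrays also differed in a list of yolk sac, fetal liver and fetal erythroid genes, named yolk sac transcripts for short, whose source its members do not settle, although the methods state that fetuses, fetal membranes and placentas were removed. The signal of Apoa1, an apolipoprotein made by yolk sac and liver, was 342, 615, 842 and 50275 on wild-type replicates 1 to 4 and 69038, 796, 58425 and 51184 on Cox-1 KO replicates 1 to 4. The number of arrays limits the precision of every comparison.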

Microarray analysis was performed on gravid d18.0 wild-type (n = 4) and Cox-1 KO (n = 4) mouse uterine RNA. We detected 277 genes that were either up- or down-regulated at least 1.5 fold in the Cox-1 KO uterus (p < 0.05) (See additional file 1: Excel table 1 for all 277 genes identified.). 

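A single annotated gene other than Ptgs1 passed an adjusted p under 0.05 at d18.0. This was Mzb1, which encodes an endoplasmic reticulum chaperone of plasma cells and marginal zone B cells, with a signal of 219.5 ± 25.8 (SD, n = 4) in wild-type and 635 ± 150 (SD, n = 4) in Cox-1 KO uterus. Its log2 fold change was 1.51 (standard error 0.179, adjusted p = 0.0356), and the call ended with a replicate block (0.0769), without the trend (0.169) and without wild-type replicate 2, 3 or 4 or Cox-1 KO replicate 3 (0.0966 to 0.181). A probe set with no gene symbol in the annotation was lower, from 7473 ± 1182 to 566.5 ± 82.0 (SD, n = 4 each; adjusted p = 2.36e-07). Its gene is not known, so it is not counted as a gene apart from Ptgs1. Of the 26444 probe sets, 3 thus passed, 1 higher and 2 lower, and 22 passed an adjusted p under 0.1, with 15 higher and 7 lower. The 3 became 25 without wild-type replicate 1, 9 without Cox-1 KO replicate 2 or 4, 10 with log2(signal + 32), 12 with signals under 100 set to 100, 11 with median centring, 18 with array weights and 6 with a robust fit. At an unadjusted p under 0.05 there were 975 higher and 1355 lower. All 4 arrays of a genotype lay above all 4 of the other for 1166 probe sets, or 4.41%, where chance gives 2.86%. Under the thresholds of the methods, an unadjusted p of 0.05 or less and a ratio of mean signals of 1.5 or more, 110 probe sets were higher and 118 were lower in Cox-1 KO uterus, 228 in all. Of these, 210 are listed in the study's additional file. When the same test was adjusted for the number of probe sets, 2 had an adjusted p under 0.05. The 228 became 374 without wild-type replicate 4 and 505 without Cox-1 KO replicate 2. Of the 218 probe sets of the additional file that were tested with limma, 215 had an unadjusted p under 0.05, and 164 did when the level of yolk sac transcripts on each array was a covariate, a setting chosen after the data were seen.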

The majority of these genes did not change significantly between d13.5 and d19.0 in the gravid wild-type uterus. However, 9 of these genes are regulated in the wild-type gravid mouse uterus after the induction of Cox-1 (d19.0 compared to d13.5) (Tables 2 and 3). 

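Jchain, the joining chain of polymeric IgA and IgM (the paper's IgJ), had the largest fold change of the 9 candidate genes in the Cox-1 KO uterus. None of the 9 genes passed an adjusted p under 0.05 over all probe sets with limma, although 8 had an unadjusted p under 0.05, and Jchain came closest with an adjusted p = 0.0517. With the thresholds of the methods and no filter on signal, 7 of the 9 passed (6 with the filter, which removes Cftr), and Klk1 and Gem had ratios of mean signals below 1.5. For Jchain, Gzme and Tnfrsf9 all 4 Cox-1 KO arrays lay above all 4 wild-type arrays, and for Klk1 and Atp8a1 all 4 lay below (exact permutation test on log2 signal, two-sided p = 0.0286 for each gene, the smallest p that 4 arrays against 4 allow). Gzme, a granzyme of uterine natural killer cells, had a signal of 17896.5 ± 2101 in wild-type and 26981 ± 5139 in Cox-1 KO uterus (SD, n = 4 each), 1.51-fold higher (adjusted p = 0.286). Its probe set also matches Gzmd. Atp8a1, an aminophospholipid flippase, had a signal of 2799 ± 466 in wild-type and 1781 ± 142 in Cox-1 KO uterus (SD, n = 4 each), with a log2 fold change of -0.64 (standard error 0.112, adjusted p = 0.127). Its other 5 probe sets had log2 fold changes of -0.23 to -0.47, and none passed (adjusted p = 0.538 to 0.676). For Gem, a small GTPase that dampens calcium channels, the signal was 723 ± 130 in wild-type and 487.5 ± 125 in Cox-1 KO uterus (SD, n = 4 each), and Cox-1 KO replicate 2, at 667, lay within the wild-type range. The log2 fold change of Gem was -0.58 (adjusted p = 0.502), and -0.32 with yolk sac transcripts as a covariate. Cftr, the chloride channel mutated in cystic fibrosis, had signals of 109 ± 20.8 and 70.75 ± 18.8 (SD, n = 4 each), too low for the filter (adjusted p = 0.601 without it), on the probe set of the additional file. Its other probe set, which the filter kept, had mean signals of 1018 and 904, a log2 fold change of -0.17 (adjusted p = 0.654). Adjusted over the list alone, with each gene on its brightest probe set, 4 of the 9 genes were higher, 3 were lower and 2 did not pass. The 2 were Cftr and Atp8a1. The brightest probe set of Atp8a1 is not that of the additional file, and had a log2 fold change of -0.36. These counts are not independent evidence, since the study chose the list on these samples. From genes that differ in this model of delayed parturition and also change in the wild-type uterus, the paper proposes candidates for a part in normal labor.

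**Figure D1:**
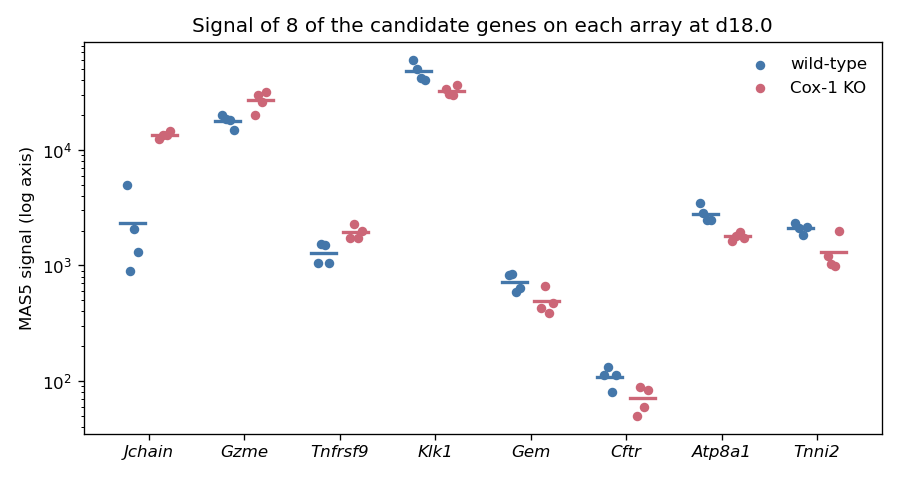
MAS5 signal (log axis) of 8 of the candidate genes on each array at d18.0. Points are single arrays (n = 4 wild-type, n = 4 Cox-1 KO) and bars are the mean signal, which for Jchain is 2315 in wild-type and 13506 in Cox-1 KO uterus.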

The function of several of the 9 identified genes involves the immune system. 

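Transcripts of uterine natural killer and other cytotoxic cells were higher as a group in the Cox-1 KO uterus. The list, written before the data were examined, had 18 measured genes with a median log2 fold change of 0.38 (camera adjusted p = 8.24e-05, and adjusted p = 0.528 with an estimated correlation). None of its brightest probe sets passed over all genes, and adjusted over the list alone 6 were higher, none was lower and 12 did not pass. The 6 were the granzymes Gzme, Gzmg, Gzmf, Gzmc and Gzmd and the pore-forming protein Prf1. Gzme is a candidate gene of the study and is in its additional file, which was read before the list was written. The study chose Gzme on these samples, so this list is not fully independent evidence. Whether the probe sets of the granzymes share signal was not tested. Gzmc rose from 9180 ± 1486 to 14013 ± 3672 and Prf1 from 1890 ± 258 to 2648 ± 583 (SD, n = 4 each). The mean of this list was lowest on wild-type replicate 4, the only wild-type array high in yolk sac transcripts, at -0.60 on the log2 scale relative to the mean of all arrays, and without that array the adjusted p was 0.0462. Cox-1 KO replicate 1, at -0.19, also lay below wild-type replicates 1 to 3, at -0.04 to 0.13. Of 25 macrophage and dendritic cell genes, 20 were higher and 5 lower, with a median log2 fold change of 0.06 (camera adjusted p = 0.0158, and adjusted p = 0.528 with an estimated correlation), and none passed over all genes or over the list alone. This call ended without Cox-1 KO replicate 2 (adjusted p = 0.242), without Cox-1 KO replicate 3 (0.202) and without wild-type replicate 4 (0.0641). T cell genes, with 6 measured of 22, had a median log2 fold change of 0.27 (camera adjusted p = 0.20). Neutrophil and eosinophil genes had a camera adjusted p = 0.0824. It was 0.0254 with the mean of all probe sets of a gene and 0.528 with an estimated correlation. With yolk sac transcripts as a covariate, a setting chosen after the data were seen, it was 0.126. Without the 4 arrays high in them, a like setting that leaves a single Cox-1 KO array, the median log2 fold change was 0.43. The mean of this list was lowest on wild-type replicate 1, at -0.56 relative to all arrays. Cox-1 KO replicates 3 and 4, at -0.09 and 0.04, lay below wild-type replicates 2 and 4, at 0.06 and 0.07. Cox-1 KO replicates 1 and 2, at 0.25 and 0.34, lay above every wild-type array. S100a9, a calcium-binding protein of neutrophils, was the only gene of 11 to pass over the list alone (log2 fold change 1.34, standard error 0.219).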

Other functions include proteolysis, contraction regulation and a regulator of nitric oxide synthase.

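Genes of smooth muscle contraction were slightly lower as a group in the Cox-1 KO uterus, while the genes of labour did not differ as a group. In the smooth muscle list 16 of 20 genes were lower, with a median log2 fold change of -0.07 (camera adjusted p = 3.31e-04, and 0.53 with an estimated correlation). Adjusted over the list alone, Hspb6 and Pgm5 were lower, none was higher and 18 did not pass; 2 of the 20 are in the study's additional file. Hspb6, a small heat shock protein of relaxing muscle, went from 1990 ± 347 to 1269 ± 91.4 (SD, n = 4 each; log2 fold change -0.63, adjusted p = 0.177 over all probe sets). Of 22 measured genes of contraction and parturition, none passed over all genes or over the list alone (median log2 fold change -0.05, camera adjusted p = 0.24). Among them Zeb1, a repressor of contraction genes, had the smallest p, with a signal of 5286 ± 453 in wild-type and 4212 ± 378 in Cox-1 KO uterus (SD, n = 4 each).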

**Table 2:** Uterine genes regulated in normal mouse pregnancy and up-regulated in the gravid d18.0 Cox-1 KO mouse

Gene Symbol	Genbank	Cox-1 KO vs WT^1^	Fold (d19/d13.5)^a^
IgJ	NM_152839	5.8	3.1
Arg1	NM_007482	1.8	4.6
Gzme	NM_010373	1.5	-10.0
Tnfrsf9	NM_011612	1.5	-2.5

^1^COX-1 KO (knockout) mouse compared to WT (wild-type) by microarray analysis. ^a^Bethin et al. 2003; fold difference in wild-type gravid mouse uterus on d19.0 compared to d13.5 by microarray. p values are all < 0.05

**Table 3:** Uterine genes regulated in normal mouse pregnancy and down-regulated in the gravid d18.0 Cox-1 KO mouse

Gene Symbol	Genbank	Cox-1 KO vs WT^1^	Fold (d19/d13.5)^a^
Klk6	NM_010639	-1.5	-2.5
Gem	NM_010276	-1.5	-2.0
Cftr	NM_021050	-1.5	2.5
Atp8a1	NM_009727	-1.6	11.0
Tnni2	NM_009405	-1.6	-5.0

^1^COX-1 KO (knockout) mouse compared to WT (wild-type) by microarray analysis. ^a^Bethin et al. 2003; fold difference in wild-type gravid mouse uterus on d19.0 compared to d13.5 by microarray. p values are all < 0.05

Gestational d18.0 was chosen to obtain the latest point in gestation before effects from differences in progesterone levels in the Cox-1 KO and wild-type mice would affect gene expression. To confirm that progesterone differences did not affect expression of the identified genes, we compared expression of 16 known progesterone-regulated uterine genes in the wild-type and knockout mice (Table 4) [35-38]. Kallikrein 6 (Klk6), which is up-regulated in response to acute progesterone exposure, was decreased in the Cox-1 KO mice. However, none of the other 15 known progesterone-regulated genes showed a significant difference in expression levels in the Cox-1 KO compared to wild-type mice (Table 4). This is consistent with the differences in uterine gene expression seen in the Cox-1 KO mice on d18.0 being independent of progesterone regulation.

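The paper's Klk6 is matched by its accession to Klk1, the tissue kallikrein. Klk1 had a signal of 47991 ± 8854 in wild-type and 32619.5 ± 2923 in Cox-1 KO uterus (SD, n = 4 each), a log2 fold change of -0.54 (standard error 0.112, adjusted p = 0.227). Every Cox-1 KO array lay below every wild-type array, and the ratio of means was -1.47 as a signed fold. The other probe sets of Klk1 gave -1.48 and -1.13. Of 25 listed genes of the kallikrein family, 7 were measured, and 2 of the 7 are in the study's additional file. Of the 7, 3 were higher and 4 lower, and their median log2 fold change was -0.54, the value of Klk1 itself (camera adjusted p = 0.0336, and adjusted p = 0.528 with an estimated correlation), a call that ended with the mean of all probe sets of a gene (0.0839), without the trend (0.0881) and without Cox-1 KO replicate 1, 2 or 3 or wild-type replicate 2, at adjusted p-values of 0.053 to 0.193. Adjusted over the list alone, Klk1, Klk1b24 and Klk1b21 were lower, none was higher and 4 did not pass. Klk1b24, a serine protease of the same cluster, went from 2865 ± 2010 to 729 ± 106 (SD, n = 4 each).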

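No progesterone-regulated gene of Table 4 other than Klk1 passed a test between the genotypes at d18.0. The largest ratio of mean signals was for Igf1, a growth factor of the endometrium, at 8702.5 ± 3019 in wild-type and 6399 ± 1171 in Cox-1 KO uterus (SD, n = 4 each; log2 fold change -0.40, adjusted p = 0.591). It became -0.19 without wild-type replicate 1, which had 13060 against 6143 to 8110 on the other wild-type arrays, and -0.12 with yolk sac transcripts as a covariate. Pgr, the progesterone receptor, had 12030.5 ± 478 and 11563 ± 890 (SD, n = 4 each), and Hoxa10, a homeobox factor of implantation, had 7395.5 ± 402 and 6805 ± 1272. Ihh, the hedgehog ligand induced by progesterone, was near the filter, at 130.5 ± 60.3 and 142.5 ± 81.5. Acod1, an immune metabolic enzyme (the paper's Irg1), had a log2 fold change of -1.10 with a standard error of 0.766, and single Cox-1 KO arrays ranged from 28 to 516. Areg and Calca had no annotated probe set among the 28000. Of the 14 measured genes of the table, 5 were higher and 9 lower, with a median log2 fold change of -0.05 (camera adjusted p = 0.188), and Klk1 was the only one to pass when adjusted over the list alone. Of 20 measured genes in a second list of progesterone targets, gathered from general knowledge before the data were examined, 10 were higher and 10 lower (median log2 fold change 0.01, camera adjusted p = 0.987). This list may share genes with Table 4, so it is not counted as independent of it. In that list Cyp26a1, a retinoic acid hydroxylase that is in the study's additional file, was lower when adjusted over the list alone, from 2520 ± 345 to 1291 ± 347 (SD, n = 4 each; adjusted p = 0.193 over all probe sets).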

**Table 4:** Fold-change in the gravid d18.0 Cox-1 KO mouse uterus known progesterone-regulated genes compared to wild-type

Gene Symbol	Cox-1 KO vs. WT	GenBank
Ihh	1.09	NM_010544
Fst	1.01	NM_008046
Areg	signal too low	NM_009704
Hdc	1.08	NM_008230
Hoxa10	-1.09	NM_008263
Hoxa11	-1.12	NM_010450
IGF-1	-1.36	NM_184052
Irg1	-1.24	L38281
PR	-1.04	NM_008829
Calca	1.2	NM_007587
Klk6	-1.48*	NM_010639
MMP11	1.2	NM_008606
CSPG2	1.1	NM_001081249
Col6A3	-1.02	NM009935
Cdh11	-1.25	NM_009866
Cst3	1.03	NM_009976

^1^Expression by microarray analysis in the Cox-1 KO (knockout) compared to WT (wild-type) mice.

* p < 0.05

From the 9 candidate genes we chose the 3 genes that were up-regulated the most and one of the genes that was down-regulated the most in the Cox-1 KO mice compared to the wild-type mice to study further by Northern analysis: arginase I (liver type), immunoglobulin J chain (IgJ), tumor necrosis factor receptor superfamily 9 (Tnfrsf9) and troponin I (Tnni2) (skeletal, fast) (Fig. 1). *In situ *hybridization showed that all 4 genes were expressed in the same location and distribution in the Cox-1 KO mouse and the wild-type mice (Figs. 2, 3, 4). There was no hybridization signal detected for any of the sense probes for these genes (data not shown). Northern analysis was also done on gravid uterus from wild-type d13.5, d16.5 and d19.0 (n = 3) and Cox-1 KO d13.5, d16.5, d19.0, d20.0 and d21.0 (n = 3) mice (Fig. 5). The results were consistent with the relative expression levels demonstrated on the microarray analysis for the wild-type mice. Northern analysis was not done on the remaining genes. However, *in situ *hybridization was performed on Klk6, Gem, Cftr and Atp8a1 (data not shown) and the signal intensity qualitatively agreed with the microarray data. *In situ *hybridization of arginase, Tnfrsf9 and Tnni2 d18.0 looked similar to d19.0 in situs (data not shown).

**Figure 1:**
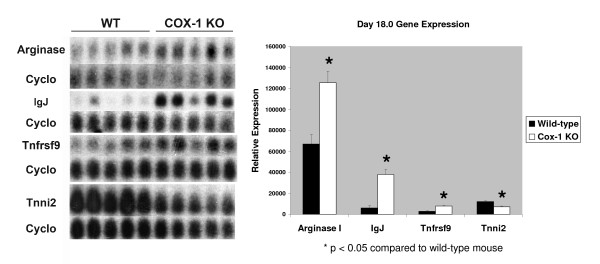
**Blot and graph of Northern analysis of arginase, immunoglobulin J chain, Tnfrsf9 and troponin levels from gravid d18.0 wild-type (WT) and Cox-1 KO uteri (n = 5)**. Error bars show the standard error.

**Figure 2:**
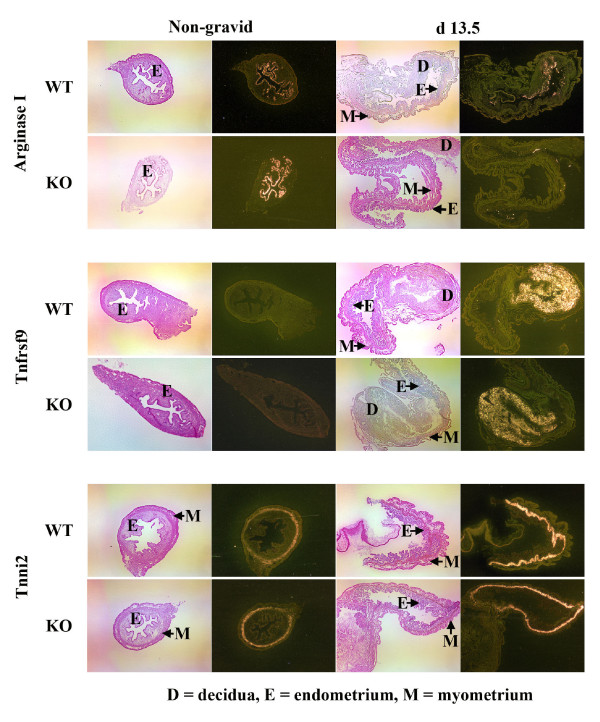
***In situ *hybridization for arginase, Tnfrsf9, and Tnni2 in the non-gravid and gravid d13.5 wild-type and Cox-1 KO mouse uteri**. *In situ *hybridization was performed on (n = 4) each gravid time point and (n = 2) non-gravid mice. Shown are representative light-field images (left) and dark-field images (right) from non-gravid (NG) (50×) or gravid d13.5 uteri (25×). The slides were counterstained with hematoxylin and eosin. Areas of hybridization appear white, demonstrating deposition of silver granules.

**Figure 3:**
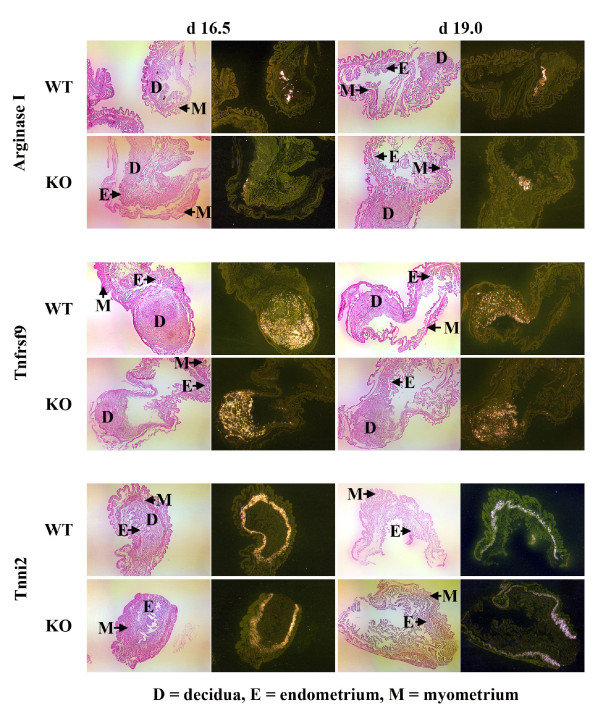
***In situ *hybridization for arginase, Tnfrsf9, and Tnni2 in the gravid d16.5 and d19.0 wild-type and Cox-1 KO mouse uteri**. *In situ *hybridization was performed (n = 4) from each gravid time point. Shown are representative light-field images (left) and dark-field images (right) from gravid d16.5 and d19.0 uteri (25×). The slides were counterstained with hematoxylin and eosin. Areas of hybridization appear white, demonstrating deposition of silver granules.

**Figure 4:**
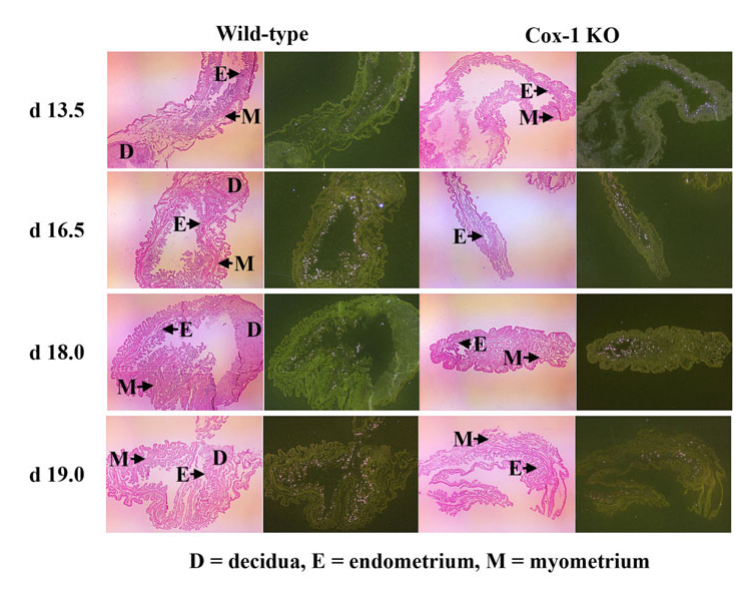
***In situ *hybridization for IgJ in the gravid d13.5, d16.5, d18.0 and d19.0 wild-type and Cox-1 KO mouse uteri**. *In situ *hybridization was performed (n = 4) from each gravid time point and non-gravid mice (n = 2). Shown are representative light-field images (left) and dark-field images (right) (25×). The slides were counterstained with hematoxylin and eosin. Areas of hybridization appear white, demonstrating deposition of silver granules.

**Figure 5:**
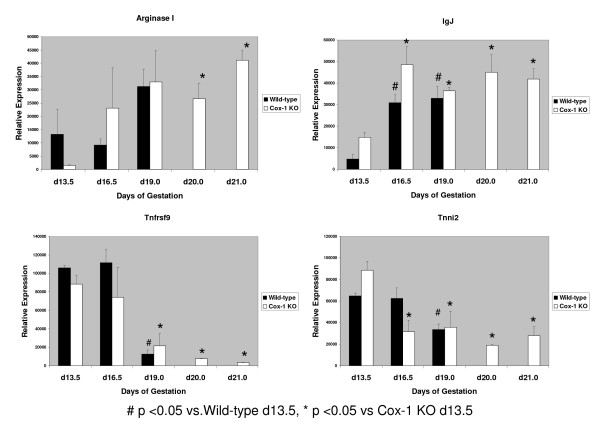
**Bar graphs for Northern analysis of arginase, immunoglobulin J chain, Tnfrsf9 and troponin**. Ten μg of RNA isolated from gravid d13.5, d16.5 and d19.0 wild-type (n = 3) and d13.5, d16.5, d19.0, d20.0 and d21.0 Cox-1 KO (n = 3) uteri were run on the gel. Error bars show the standard error.

Arginase I (AI) expression on d18.0 was 1.9- and 1.8- fold greater in the Cox-1 KO uterus (p = 0.004), by Northern and microarray analysis, respectively (Fig. 1, Table 2). Expression of AI is limited to a small part of the endometrium in the gravid uterus (Figs. 2 &3). By microarray analysis AI expression in the gravid wild-type uterus is increased 4.6-fold on d19.0 compared to d13.5 [24]. By Northern analysis, there is a trend for AI expression to increase on d19.0 compared to d13.5 in both the wild-type and Cox-1 KO mice but this did not meet statistical significance (Fig. 5). AI is primarily expressed in the liver but has been found in other cells, including the endometrium [39-43]. AI catalyzes the hydrolysis of arginine to urea and ornithine thus inhibiting nitric oxide synthase as well as controlling DNA, RNA and protein synthesis [44]. Pregnancy or administration of estradiol increases uterine arginase activity [45,46]. AI RNA has been shown to be present in the non-gravid mouse endometrium, but to our knowledge has not been evaluated in mouse pregnancy [39]. In the pregnant mouse, AI may be both providing substrate for growth of the fetus and placenta and promoting uterine contractions by inhibition of nitric oxide synthase [45-50]. Our data are consistent with a factor other than Cox-1 produced prostaglandins inducing AI in the uterus. Inhibition of Cox-2 but not Cox-1 has been shown to reduce arginase activity [51]. Increased T helper_2 _(Th_2_) cytokines in the Cox-1 KO mouse may be responsible for the higher levels of AI in the Cox-1 KO mouse [52]. Induction of AI at the end of pregnancy in both wild-type and knockout mice could be augmenting uterine contractions via inhibition of nitric oxide synthase. Increased arginase I in the Cox-1 KO may compensate for failure of the normal parturition genes to be activated allowing nitric oxide synthase to be inhibited enough that the Cox-1 KO mice finally deliver their pups.

Immunoglobulin J chain (IgJ) is expressed late in B cell maturation and is important for the primary immune response [53]. IgJ is present in non-pregnant human endometrium, up-regulated in laboring human myometrium and is present in fetal membranes and decidua during the first trimester of pregnancy [26]. By microarray analysis, IgJ is up-regulated 2.7-fold between gestational d13.5 and d16.5 in the pregnant wild-type mouse suggesting that the factor regulating Cox-1 induction may also be regulating B cell and IgJ induction [24]. By Northern analysis IgJ expression increases in both the wild-type and Cox-1 KO mice between d13.5 and d16.5 and is higher in the gravid Cox-1 KO mouse at all time points (Fig 5). 

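The joining chain gene Jchain and most measured immunoglobulin heavy and light chain genes were higher together in the Cox-1 KO uterus at d18.0. Jchain had a signal of 2315 ± 1862 (SD, n = 4) in wild-type and 13506 ± 791 (SD, n = 4) in Cox-1 KO uterus. This is a log2 fold change of 2.86 (standard error 0.401, limma adjusted p = 0.0517, which does not pass). Wild-type replicate 1 was the brightest wild-type array for Jchain, at 5012 against 889 to 2058 on the other wild-type arrays, and without it the adjusted p was 1.08e-04. Iglv1, a lambda light chain segment, went from 588.5 ± 470 to 5665 ± 1563, and Igha, the constant region of IgA, from 13069 ± 7779 to 42230.5 ± 2081 (SD, n = 4 each). Of 6 measured immunoglobulin genes 5 were higher and 1 was lower, with a median log2 fold change of 1.65 (camera adjusted p = 7.81e-08, and 0.373 with an estimated correlation). Adjusted over the list alone 4 were higher, none was lower and 2 did not pass, and none passed over all genes. As 5 of the 6 are in the study's additional file, seen before the list was written, this is not independent evidence.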

On d18.0, Immunoglobulin J (IgJ) expression is increased 6.2-fold (p = 0.0003) by Northern and 5.8-fold by microarray in the Cox-1 KO mouse (Fig. 1, Table 2). IgJ is expressed in distinct cells in the endometrium (Fig. 4). These data are consistent with increased Th_2 _cytokines in the Cox-1 KO mouse stimulating B cell proliferation in the gravid uterus, resulting in increased IgJ expression. 

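Plasma cell transcripts other than immunoglobulin were also higher as a group in the Cox-1 KO uterus, with 12 measured genes higher and 6 lower. Of 18 measured plasma cell genes, Mzb1, Pou2af1 and Prdm1 were higher when adjusted over the list alone, none was lower and 15 did not pass (median log2 fold change 0.09, camera adjusted p = 0.0191, and 0.528 with an estimated correlation). Mzb1 and Pou2af1 are in the study's additional file. Pou2af1, a B cell coactivator, had a signal of 69.75 ± 33.4 in wild-type and 205 ± 9.24 in Cox-1 KO uterus, and Prdm1, the regulator of plasma cell fate, 772 ± 49.6 and 983.5 ± 89.9 (SD, n = 4 each). The call of this list ended with a filter at 200 (camera adjusted p = 0.147), without wild-type replicate 4 (0.103) and without Cox-1 KO replicate 2 (0.11). Of 18 B cell genes 8 were measured, 4 higher and 4 lower, and none passed (median log2 fold change 0.04, camera adjusted p = 0.632). Cd79b, a chain of the B cell receptor, had the smallest p of these (303 ± 44.6 and 377.5 ± 26.9, SD, n = 4 each). For Th2 cytokines and their responses 11 of 26 genes were measured, with a median log2 fold change of 0.04 (camera adjusted p = 0.158). Retnla, a secreted product of macrophages under Th2 cytokines, was higher when adjusted over the list alone and went from 3439 ± 595 to 4913 ± 999 (SD, n = 4 each). Th1 and interferon genes had a median log2 fold change of 0.05 (camera adjusted p = 0.181), with none of 13 past the test over the list alone.

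**Figure D2:**
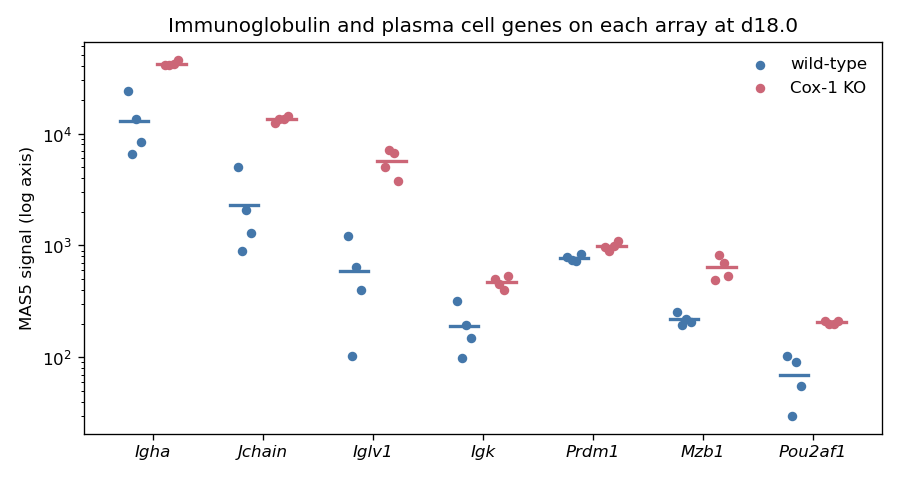
MAS5 signal (log axis) on each array at d18.0 of the 7 immunoglobulin and plasma cell genes that passed when adjusted over their lists. Points are single arrays (n = 4 per genotype) and bars are means, and for each gene all 4 Cox-1 KO points lie above all 4 wild-type points.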

IgJ is likely playing a role in parturition involving immune system activation near the end of pregnancy. Its expression appears to be related to a parturition signal that is simultaneous with or earlier than the induction of Cox-1.

Tumor necrosis factor receptor superfamily 9 (Tnfrsf9, 4-1BB, CD137) is expressed in immune cells, including placental macrophages, and plays an important role in the regulation of the immune response [54]. Activation of Tnfrsf9 induces proliferation of both CD8^+ ^and CD4^+ ^T cells and has been shown to induce rejection of tumors, enhance T cell response to viruses, reduce autoimmune disease progression and suppresses Th_2 _cells [54,55]. Tnfrsf9 uterine expression on d18.0 is 2.7- and 1.5- fold higher (p = 0.0003) in the Cox-1 KO uterus than the wild-type mouse by Northern and microarray analysis, respectively (Fig. 1, Table 2). 

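Tnfrsf9 encodes the costimulatory receptor 4-1BB of activated lymphocytes. The probe set listed in the study's additional file had a signal of 1279 ± 267 in wild-type and 1937 ± 260 in Cox-1 KO uterus (SD, n = 4 each), a log2 fold change of 0.61 (standard error 0.147, adjusted p = 0.309). The brighter probe set of the gene had 2260 ± 648 and 3118 ± 625 (SD, n = 4 each), a log2 fold change of 0.49 (adjusted p = 0.541).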

By microarray analysis Tnfrsf9 mRNA is down-regulated 2-fold between d13.5 and d19.0 in the gravid wild-type uterus [24]. This was confirmed by Northern analysis, which also demonstrated a decrease between d13.5 and d19.0 in the gravid Cox-1 KO (Fig. 5). In the pregnant mouse, uterine Tnfrsf9 is present in the implantation site (Figs 2 &3). The role of down-regulation of Tnfrsf9 in pregnancy may be to induce Th_2 _cells which then induce arginase and IgJ. Our data suggest that prostaglandins may suppress Tnfrsf9 but are not the major regulator since Tnfrsf9 decreases in the Cox-1 KO mice as well.

Troponin I type 2 (Tnni2) inhibits the actomyosin ATPase and provides a calcium-sensitive switch for muscle contraction and also directly inhibits calcium flux by binding the ryanodine receptor [56-58]. On d18.0 expression of Tnni2 is decreased in the Cox-1 KO to 1.6-fold of the wild-type mice (p = 0.0005) by Northern and microarray analysis (Fig. 1, Table 3). 

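Tnni2, the fast skeletal muscle form of the inhibitory troponin, had lower values on 3 of the 4 Cox-1 KO arrays. Its signal was 2099.5 ± 200 in wild-type and 1307 ± 475 in Cox-1 KO uterus (SD, n = 4 each), a log2 fold change of -0.74 (standard error 0.192, adjusted p = 0.38). Cox-1 KO replicate 4 had a signal of 2005, within the wild-type range of 1829 to 2312, against 985 to 1202 on the other Cox-1 KO arrays. Without that array the log2 fold change was -0.97 (adjusted p = 0.0162). Of 25 skeletal muscle genes 10 were measured, with 5 higher and 5 lower (median log2 fold change -0.02, camera adjusted p = 0.85), and Tnni2 was the only one to pass when adjusted over the list alone. The mean of this list on Cox-1 KO replicate 4 was 1.19 above the mean of all arrays on the log2 scale, and without that array its camera adjusted p was 0.00116. Mylpf, a myosin light chain of fast skeletal muscle, had 206 ± 30.4 in wild-type and 938 ± 1539 in Cox-1 KO uterus (SD, n = 4 each).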

Tnni2 is expressed in the circular layer of the myometrium (Figs. 2 &3). To our knowledge, this is the first report of Tnni2 in the gravid uterus. Microarray analysis shows that Tnni2 expression decreases 5.9-fold between d13.5 and d19.0 in the gravid wild-type mouse uterus. Northern analysis confirms these data and demonstrates a decrease in Tnni2 expression earlier in the Cox-1 KO on d16.5 (Fig. 5). Tnni2 in the gravid uterus may be helping to maintain the uterus in a quiescent state both directly by inhibiting actomyosin and indirectly by inhibiting calcium influx. In prepubertal rats, high dose estrogen down-regulates uterine Tnni2 [59]. In rodent pregnancy, estradiol increases just prior to delivery [6,60]. In wild-type mice, the fall in Tnni2 appears to correspond with the normal increase in estrogen just prior to delivery. The earlier decrease of Tnni2 in the Cox-1 KO mouse suggests that another factor also regulates Tnni2.

In an effort to find similarities among the 9 genes that have abnormal expression levels in the Cox-1 KO uterus and are regulated after d13.5 in the wild-type mouse, the promoter regions of each gene and Cox-1 were evaluated with rVISTA. Seven of the genes contain at least 1 estrogen response element and at least 1 putative Ets binding site. In addition, 6 genes contain a putative Gli binding site and 5 genes contain a putative progesterone response element (Table 5). Gli3 is a zinc finger transcription factor that is a downstream mediator of the sonic hedgehog pathway [61]. It is expressed from early in development through adulthood. It has been described in both the human and murine uterus and may play a role in implantation [62,63]. Elf3 is a member of the Ets family of transcription factors whose expression is limited to the epithelium. Elf3 is important for development of the intestine, but its role in the uterus is unknown [64]. By microarray analysis of gravid wild-type murine uterus Elf3 and Ets2 are increased on d19.0, 5.0-and 1.7-fold, respectively, compared to d13.5 [24]. On d18.0 we did not see a difference between the Cox-1 KO and wild-type mice in either of these transcription factors. Therefore, Elf3 and Ets2 could only be modifying transcription of parturition genes on d18.0 if estrogen and/or PGF2α modify the binding of these transcription factors. 

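Neither Elf3 nor Ets2 passed a test between the genotypes. Elf3, an Ets factor of epithelia, had a signal of 4065 ± 286 in wild-type and 3873 ± 498 in Cox-1 KO uterus (SD, n = 4 each; adjusted p = 0.834). Ets2, a widely expressed member of the family, had 13726.5 ± 1046 and 13104 ± 456 (SD, n = 4 each; adjusted p = 0.776). In a list of 15 measured Ets and Gli factors and their partners, 5 were higher and 10 lower (median log2 fold change -0.06, camera adjusted p = 0.648), and none passed over all genes or over the list alone. Hhip, a hedgehog-binding protein that is in the study's additional file, had the smallest p of the list, with 157 ± 80.8 and 282 ± 87.2 (SD, n = 4 each).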

Gli3 levels on d19.0 decrease to 18% of d13.5 in the gravid wild-type mouse, but no differences in Gli3 levels were detected in the Cox-1 KO mouse [24]. 

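At d18.0 the signal of Gli3, a transcription factor of hedgehog signalling, was 1234 ± 78.0 in wild-type and 1183 ± 114 in Cox-1 KO uterus (SD, n = 4 each). This is a log2 fold change of -0.06 (standard error 0.0923, adjusted p = 0.863). Cox-1 KO replicate 2 had a signal of 1354, and the other Cox-1 KO arrays 1124 to 1128.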

Estradiol increases and progesterone decreases near term in the pregnant mouse [6,60]. Since progesterone-regulated genes were unaffected in the d18.0 Cox-1 KO mouse, estrogen is likely playing a larger role than progesterone in these gene changes.

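Estrogen-responsive genes of the uterus did not shift in a shared direction between the genotypes at d18.0. Of 20 measured genes, 10 were higher and 10 lower, with a median log2 fold change of -0.02 (camera adjusted p = 0.432), and none passed over all genes. Adjusted over the list alone 2 were higher, Sprr2d and Greb1, 4 were lower, Ckb, Ramp3, Ccnd1 and Aqp8, and 14 did not pass. Ckb, the brain-type creatine kinase induced by estrogen, went from 12271 ± 787 to 9992 ± 812, and Greb1, a cofactor of the estrogen receptor, from 2524 ± 84.5 to 2846 ± 52.7 (SD, n = 4 each). Sprr2d, a cornified envelope protein of epithelia, went from 151.5 ± 52.9 to 283.5 ± 71.0 (SD, n = 4 each), and is the only gene of the list in the study's additional file.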

**Table 5:** Conserved putative transcription factor binding sites in the mouse and human sequences of the genes identified

Gene Symbol	ERE^1^	ETS	GLI	PRE^2^
IgJ	Yes	Yes		Yes
Coro1a	Yes	Yes	Yes	Yes
Arg1	Yes	Yes	Yes	
Gzme				
Tnfrsf9	Yes			
Klk6				
Gem	Yes	Yes	Yes	Yes
Cftr	Yes	Yes	Yes	Yes
Atp8a1	Yes	Yes	Yes	Yes
Tnni2	Yes	Yes	Yes	Yes
Cox-1	Yes	Yes	Yes	

^1^ERE = estrogen response element, ^2^PRE = progesterone response element

There are numerous differences between murine and human pregnancy. The maintainence of the corpus luteum in mice maintains pregnancy but has no role after the first trimester in humans. Although Cox-1 is critical for normal labor in the mice, it is the Cox-2 isoform that appears to be important in human labor. However, prostaglandins play a key role in myometrial contractions in both mice and humans and studies in knockout mice continues to be useful in elucidating the hormonal milieau of pregnancy [9].

## Conclusion

Although care of the infant born too soon has dramatically improved over the last 40 years, the incidence of preterm births continues to rise [65]. One of the major reasons that we have had only limited success in treating preterm labor is that we do not fully understand normal labor. Up to 50% of preterm births can be attributed to infection [66]. However, idiopathic preterm labor continues to represent a large percentage of the preterm births. There are data that implicate genetics in the timing of labor, including preterm and postterm delivery [67-70]. We hypothesized that a mouse model of delayed parturition would help us identify genes that are important in normal labor and thus provide possible targets for treating preterm labor. This work identified 9 uterine genes that are regulated during murine pregnancy and demonstrate abnormal levels in the gestational d18.0 Cox-1 KO mouse. We have confirmed these data by Northern analysis for 4 genes: arginase I, IgJ, Tnfrsf9 and Tnni2. We also demonstrated the location of these genes in the gravid mouse uterus. To our knowledge, this is the first time these genes have been investigated and localized in the late pregnant mouse uterus. Of the 4 genes studied, Tnfrsf9, IgJ and arginase I play a role in the immune system. These data are consistent with an important role for the immune system, especially Th_2 _cells, in parturition. These data are consistent with the works of others implicating immune modulators in both pregnancy maintenance and parturition [65]. These data also suggest that studying immune system modifiers that affect Th_2 _cells, specific inhibitors of arginase I and the effects of arginine on uterine contractility may help identify new drugs for the treatment of preterm labor. Drugs that increase expression of Tnni2, which we identified as decreasing at the end of normal pregnancy, may help maintain uterine quiescence and are another promising area of research related to preterm labor. Since many of the genes identified in this work have putative binding sites for Gli3 and Elf3, 2 transcription factors that are up- or down-regulated in the uterus of pregnant wild-type mice, targeting these transcription factors may also affect the timing of labor. 

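Ptgs1 was the only gene of prostaglandin synthesis, transport and reception to pass over all probe sets at d18.0. Of 24 measured genes, 10 were higher and 14 lower, with a median log2 fold change of -0.05 (camera adjusted p = 0.256). Without Ptgs1, a setting chosen after the data were seen, 10 of 23 were higher and 13 lower (median log2 fold change -0.05, camera adjusted p = 0.85). Adjusted over the list alone, Ptgds was higher, Ptgs1 was lower and 22 did not pass, and with Ptgs1 left out of the list none passed (adjusted p = 0.0733 for Ptgds). Ptgds, the lipocalin-type prostaglandin D synthase, went from 933.5 ± 163 to 1364 ± 226 (SD, n = 4 each), a log2 fold change of 0.55 (standard error 0.146, adjusted p = 0.401 over all probe sets). Ptges2, a prostaglandin E synthase, had 635.5 ± 46.4 in wild-type and 789.5 ± 32.0 in Cox-1 KO uterus, and Ptger3, a contractile receptor of prostaglandin E, 1855 ± 351 and 1339.5 ± 283 (SD, n = 4 each).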

Interestingly, despite a deficiency in Cox-1 derived prostaglandins in the Cox-1 KO mouse, none of the gene changes in this delayed model of parturition appear to be the result of decreased prostaglandins.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

BZ performed in situ hybridizations, statistical analysis and participated in the design of the study and Northern analysis. DK, AC and JS participated in the care of the mice, timed pregnancies, tissue harvest and RNA isolation and participated in the Northern analysis. KB participated in the design of the study and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Microarray results of differentially expressed genes in the Cox-1 KO gravid d18.0 mouse uterus Microsoft Excel**. Gravid d18.0 wild-type (n = 4) and Cox-1 KO (n = 4) murine uterus was harvested and RNA isolated. Microarray analysis was done on each sample using Affymetrix 430 2.0. Data were analyzed using Microarray Data Portal. 

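The additional file gives, for each of its 277 rows, the signals of the 8 arrays, the fold change as a ratio of mean signals, negative when lower in the Cox-1 KO uterus, the p of the methods' test on log signal and the fraction of arrays of each genotype with a present call. Its signals equal the deposited ones, with a largest difference of 0. Of the 277 rows, 130 are higher and 147 lower in Cox-1 KO uterus, and 211 have a present call on 50% or more of the 8 arrays. The rows hold several probe sets for some genes, and 218 of them passed the filter on signal used here.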

Only genes that were 1.5-fold or greater different between the wild-type and knockout mice with a p < 0.05 are shown. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

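Gene expression was measured in uterine RNA of 4 wild-type and 4 Cox-1 KO mice at gestational day 18, on 8 Affymetrix mouse 430 2.0 arrays. The authors computed signals with Affymetrix Microarray Suite (MAS5) and scaled each array to a target intensity of 1000. The deposited values are this signal intensity on a linear scale, in whole numbers, for 28000 probe sets; how these were chosen from the probe sets of the array is not stated in the paper's text or its additional file. The wild-type mice are C57BL/6 and the Cox-1 KO mice a cross of C57BL/6 and 129P2, so the background differs between the groups along with the deleted gene. These are the paper's terms, with an age of 8 to 16 weeks; the sample labels give Sv129 in place of 129P2 and an age of 6 to 16 weeks. Northern blots and the time course of wild-type mice have no array data and were left out.

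Computation used R 4.3.3, limma 3.58.1 and Python 3.11.15. Signals under 1 were set to 1 (1 value) and taken to the log2 scale without an added constant. Probe sets were kept with a signal of 100 or more on at least 4 arrays, and the 60 array controls were left out, of which 2 had an unadjusted p under 0.05. No further normalization was applied, as the median of the kept probe sets moved by -0.03 on the log2 scale between the groups. Linear models with moderated variances and a trend on mean signal (limma) compared Cox-1 KO with wild-type, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. The methods' t-test was computed beside it, on log2 signal with unequal variances, with their threshold of 1.5 on the ratio of mean signals. Exact permutation tests for the named genes of the study are two-sided, on log2 signal, over all assignments of the 8 arrays. With 4 arrays against 4, pairs of arrays correlated at 0.944 to 0.982, and no pair was identical. Tested on simulated data with 50 changed probe sets of each size, limma found 24 with a log2 change of 0.585, 34 with a change of 1, 48 with a change of 2 and 50 with a change of 3. It also called 7 unchanged probe sets. The methods' thresholds found 24, 44, 50 and 50 at these sizes, and 132 unchanged probe sets passed them. More probe sets passed there than on the real arrays, which eases the adjusted threshold. The recovery by limma may therefore be lower on the real arrays.

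A gene was represented in the lists by its brightest kept probe set, and probe sets annotated to several genes named none. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, for lists with at least 5 measured members, 33 in all, with Benjamini-Hochberg adjustment over the lists. They were written before the data were examined and cover the study's candidate genes and Table 4, progesterone and estrogen targets, prostaglandin genes, contraction and muscle, cells of the immune system, Ets and Gli factors, kallikreins, epithelia and glands, decidua, trophoblast, yolk sac with fetal liver and fetal erythroid genes (named yolk sac transcripts for short), blood, adipocytes, ovary, matrix, proliferation, stress and retinoids. The study's additional file had been read by then, and the number of its genes is given beside the lists that hold them. With an estimated correlation no list had an adjusted p under 0.373.

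Named genes are Ptgs1 and the genes of the study's Tables 2 to 5 and its text measured at d18.0, whose published values had been seen; the 10 probe sets with the largest rise and the 10 with the largest fall past the adjusted threshold and separated between the groups, where fewer pass all of them; and, for each list, the up to 4 members with the smallest p and those past the threshold. For a gene of the study the probe set of its additional file was used, and otherwise the brightest. Not every gene and list that was tested is reported here. Genes of yolk sac and the genes near Ptgs1 given among the additional observations follow the same rule or are said there to be chosen later.

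The alternatives set before the data were examined were an added constant of 32, signals under 100 set to 100, no filter, a filter at 200, quantile normalization, median centring, no trend, a robust fit, array weights, a replicate block, each array left out in turn, other thresholds, other list tests, the mean of all probe sets of a gene, windows of 100 and 500 genes around Ptgs1, and the other probe sets of a named gene. A covariate for yolk sac transcripts, the fit without the 4 arrays high in them and an unadjusted p of 0.01 for the genes near Ptgs1 were added after seeing the data, as was the prostaglandin list without Ptgs1. Lists of hepatocyte enzymes and of visceral yolk sac genes other than hepatocyte genes were also added then, before the values of their genes were seen. Both were first tested as a difference between arrays picked by their level of yolk sac transcripts, with bounds written before those values were seen. The medians were 0.10 for hepatocyte enzymes, which met the bound against liver RNA, and 2.32 for visceral yolk sac genes, which met the bound for yolk sac RNA. Arrays picked by an outcome should not be compared, so slopes over all 8 arrays replaced both, with bounds written after the values were seen. The bound against liver RNA on these slopes was then changed: at first it asked for a median and an upper quartile under 0.25, which the upper quartile of 0.20 met, and then for every gene under 0.25, which 2 genes did not meet. The second was kept, so liver RNA is left open. An earlier test of yolk sac RNA, a count of list members highest on wild-type replicate 4, was dropped, as it restates the pattern. No genome build is given for the gene positions, which were used only for the order of genes along a chromosome.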

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

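The tests of yolk sac RNA, of liver RNA and of Cox-1 loss, and the tests of explanations for the immunoglobulin and plasma cell genes, were chosen in their present form after these results were seen.

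Genes of a list of yolk sac, fetal liver and fetal erythroid transcripts (yolk sac transcripts for short), a signal outside the genes the paper discusses, were far higher on 4 of the 8 arrays. The list had 25 measured genes, 4 of them in the study's additional file, with a median log2 fold change of 2.10 (camera adjusted p = 2.99e-13, and 0.528 with an estimated correlation), and none passed over all genes. Within the wild-type group, wild-type replicate 4 stood apart in the mean of this list, with a gap of 0.958 of the group's range, and within the Cox-1 KO group Cox-1 KO replicate 2 stood apart, with a gap of 0.845. Ttr, a carrier of thyroid hormone with the highest single signal of the list after Apoa1, had signals of 301, 264, 483 and 37669 on wild-type replicates 1 to 4, and 55560, 290, 47797 and 45960 on Cox-1 KO replicates 1 to 4. Of the 25 genes, 3 (Afp, Rbp4 and Dab2) had a signal of 1000 or more on all 8 arrays, also on those low in the others. Whether the uterus itself expressed these genes was not tested.

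RNA of yolk sac left with the uterus is a candidate source of these transcripts. Of a further list of 16 visceral yolk sac genes other than hepatocyte genes, written before the values of its genes were seen, 12 were measured. Their median slope on the level of yolk sac transcripts was 0.59 (quartiles 0.23 and 0.79, genotype in the fit), where the yolk sac list itself had 0.82, and 9 of the 12 had a slope of 0.25 or more. Muc13, a mucin of absorptive epithelia, had signals of 309, 194, 403 and 2081 on wild-type replicates 1 to 4 and 4997, 281, 2921 and 1385 on Cox-1 KO replicates 1 to 4. S100g, Emb and Nostrin did not follow, with slopes of 0.04, -0.02 and -0.01. Another fetal tissue with such genes was not tested, and the methods state that fetal membranes were removed. RNA of liver stays open: of 30 hepatocyte enzymes 9 were measured, with a median slope of -0.0112 (quartiles -0.02 and 0.20). However, Slco1b2 and Hgd had slopes of 1.15 and 0.45. Of the others, Bhmt, Cyp2c29, Kmo, Uox and Ttc36 had signals of 347 or less on every array, near background. Tdo2, at 2186 or more, and Pck1, at 702 to 1079, were brighter on every array and did not follow, with slopes of -0.02 and -0.01. Cox-1 KO replicate 2 lay below wild-type replicate 4 for 23 of the 25 genes. These 2 arrays were picked by their level of the same list, so the count restates the pattern and is no test. The level did not follow genotype on them, so loss of Cox-1 alone does not account for these 2 arrays. Whether the loss makes such RNA more frequent stays open, with 3 of 4 Cox-1 KO arrays and 1 of 4 wild-type arrays high in it (Fisher's exact test, two-sided p = 0.486).

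Immunoglobulin and plasma cell transcripts were higher on all 4 Cox-1 KO arrays than on all 4 wild-type arrays for the 7 genes that passed over their lists. Of explanations from the sampling, RNA of yolk sac left with the uterus was argued against, since 7 of the 7 genes kept an unadjusted p under 0.05 with the level of yolk sac transcripts as a covariate, and their median log2 fold change was 1.77 in place of 1.71. Cervical or vaginal tissue in the sample, a place rich in stratified epithelium, was argued against in the same way, with 7 of 7 genes and a median of 1.65 when the stratified epithelium list was the covariate; this covariate took the median of that list from 0.80 to -0.05. Alleles of the 129P2 strain that act only at 1 immunoglobulin locus do not account for all 7 genes, which lie on 7 chromosomes. These places are known without the data, and an allele at 1 locus that acts on genes elsewhere was not tested. A higher number or activity of plasma cells in the Cox-1 KO uterus may remain as a biological hypothesis, together with the strain background, which differs between the groups, and the age of each mouse, which is not known, and neither was tested.

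Genes of stratified squamous epithelium and the cornified envelope, outside those the paper discusses, had a median log2 fold change of 0.80 (camera adjusted p = 3.10e-09, and 0.528 with an estimated correlation), with 23 of 24 higher and none past the test over all genes; 5 are in the study's additional file. Adjusted over the list alone S100a14, Fabp5, Krt6a and Krt14 were higher and 20 did not pass. Krt14, a keratin of basal keratinocytes, had signals of 127.5 ± 146 in wild-type and 688.5 ± 645 in Cox-1 KO uterus (SD, n = 4 each). The mean of the list was uneven over the arrays: relative to the mean of all arrays it was 1.45 on Cox-1 KO replicate 4 and -1.05 and -0.87 on wild-type replicates 1 and 2, and wild-type replicate 3, at 0.19, lay above Cox-1 KO replicate 3, at -0.11. With yolk sac transcripts as a covariate, a setting chosen after the data were seen, the median was 0.70 (camera adjusted p = 7.90e-06). Then 5 members in place of 8 had an unadjusted p under 0.05 with limma. No other explanation was tested for this list.

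A probe set with no gene symbol and outside the additional file fell with Ptgs1, with a log2 fold change of -3.72 (standard error 0.136). Its gene is not known from the annotation, so the fall of a gene other than Ptgs1 is not shown.

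Of 122 groups of 4 arrays examined for an array apart from the others, 12 had one, where chance gives about 6.1. Besides the yolk sac list these were wild-type replicate 1 for Ptgs1 (7048 against 10508 to 10756, a gap of 0.933 of the range), for the prostaglandin list (0.85) and for simple epithelium (0.946), and wild-type replicate 2 for Cst3, a protease inhibitor (27176 against 25878 to 25951, 0.944), and for adipocyte genes (0.914). Wild-type replicate 4 stood apart for T cell genes (0.903) and endometrial gland genes (0.834), a list that shares Ttr with the yolk sac list. Cox-1 KO replicate 2 stood apart for Gli3 (0.983), and Cox-1 KO replicate 4 for skeletal muscle genes (0.959) and genes of adult blood (0.948). No explanation was tested for these.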

How the results depend on the processing

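The covariate for yolk sac transcripts, the fit without the 4 arrays high in them and the unadjusted p of 0.01 were added after seeing the data; the other alternatives were planned. Where a cause is not named below, the cause was not tested.

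The count of 3 probe sets past an adjusted p under 0.05 was 2 or 3 without a filter, with a filter at 200, with quantile normalization, without the trend, with a fold change of 1.5 added to the threshold and with the methods' t-test after adjustment, and 4 with the yolk sac covariate. It was 10 with log2(signal + 32), 12 with signals under 100 set to 100, 11 with median centring, 6 with a robust fit, 18 with array weights, 6 without the 4 arrays high in yolk sac transcripts and 22 at an adjusted p under 0.1. In the fit without those 4 arrays the single Cox-1 KO array is assumed to vary like the wild-type arrays. Leaving out single arrays gave 2 to 25 probe sets, with 25 without wild-type replicate 1 and 9 without Cox-1 KO replicate 2 or replicate 4. With a replicate block, in which arrays of the same number are paired, 3 passed. Array numbers do not pair the mice: the correlations of paired arrays within their groups were -0.254, 0.219, -0.181 and 0.165. The call of Mzb1 ended without the trend (adjusted p = 0.169), with the replicate block (0.0769), with the methods' t-test (0.765), without wild-type replicate 2, 3 or 4 or Cox-1 KO replicate 3 (0.0966 to 0.181), and without the 4 arrays (0.245).

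The 228 probe sets past the methods' thresholds were 168 with log2(signal + 32), 140 with a filter at 200, where fewer probe sets are tested, 286 without a filter and 250 with the yolk sac covariate. They were 203 to 230 under the other alternatives that keep all arrays. Without single arrays they were 188 to 505.

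Of the 33 gene lists 11 passed, and 9 to 11 did under every change of scale, filter, normalization, weights or probe sets. None passed with an estimated correlation (0) or with fry (0), and 6 to 16 passed without single arrays, with 6 without Cox-1 KO replicate 2 and 7 without Cox-1 KO replicate 3. Direction is read for lists only where they passed; camera has no robust form and the methods' t-test no list form, so these have no values. With an estimated correlation the adjusted p was 0.373 for immunoglobulin chains and 0.528 for smooth muscle, plasma cell, uterine natural killer, macrophage and kallikrein genes, and with fry these had 0.0865, 0.308, 0.128, 0.402, 0.509 and 0.26. Apart from these tests, the adjusted p of immunoglobulin chains stayed between 2.46e-12 and 4.30e-05, of uterine natural killer genes between 1.23e-11 and 0.0462, and of smooth muscle between 3.80e-08 and 0.0102. Plasma cell genes had 0.147 with a filter at 200, 0.0793 without the 4 arrays and 0.0030 to 0.11 without single arrays. Macrophage genes had 8.48e-05 to 0.242 without single arrays. Kallikreins had 0.0881 without the trend, 0.0839 with the mean of all probe sets of a gene and 0.0106 to 0.193 without single arrays. Lists that did not pass did so in some settings. Skeletal muscle had 7.43e-04 without the 4 arrays, among them Cox-1 KO replicate 4, and 0.00116 to 0.881 without single arrays. Without single arrays the study's progesterone-regulated genes had 0.0346 to 0.445, Th2 genes 0.0346 to 0.306 and Th1 genes 0.0382 to 0.48, each lowest without Cox-1 KO replicate 4. With the yolk sac covariate Th2 genes had 0.0217 and Th1 genes 0.0313.

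Among the genes of the study's Tables 2 to 4 none passed (0), and 1, Jchain, did with log2(signal + 32), with signals under 100 set to 100, with median centring and with array weights. Leaving out single arrays gave 0 to 1, Jchain without wild-type replicate 1 and Tnni2 without Cox-1 KO replicate 4. Of 593 values of 28 named genes under alternatives, 551 kept direction and side of the threshold, and 28 reversed, all of genes that passed no test. Ihh, at 0.04 on the log2 scale, had -0.0163 with array weights, -0.27 to 0.40 without single arrays, -0.69 with the yolk sac covariate and -0.79 without the 4 arrays. Fst, at -0.01, had 0.00129 with median centring, 0.0204 on its other probe set, 0.13 without the 4 arrays and -0.11 to 0.0421 without single arrays. Vcan, at 0.03, had -0.0342 with array weights, -0.0105 with the covariate and -0.12 to 0.10 without single arrays, and Coro1a, at 0.04, had -0.0158 to 0.13 without single arrays. Gli3, at -0.06, had 0.0673 with the covariate, 0.0907 without the 4 arrays and 0.0504 on another probe set. Without the 4 arrays Acod1 had 0.88, Col6a3 0.0268 and Ets2 0.0178, and Pgr had 0.17 on another probe set.

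Of the genes within 250 of Ptgs1 none (0) was called under any alternative set before the data were examined, and 9 had an unadjusted p of 0.01 or less. Signals near 100 are close to background, which limits genes such as Ihh and Pou2af1.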

Differences from the paper's values

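For Fst, an activin-binding protein, the paper's Table 4 gives a fold of 1.01 and the ratio of mean signals here was -1.01 as a signed fold. The sign was the paper's without wild-type replicate 3 (1.02), without wild-type replicate 4 (1.01), without Cox-1 KO replicate 3 (1.02) and on the other probe set of the gene (1.01). It was not with an added constant of 32, with signals under 100 set to 100, with quantile normalization, with median centring or without the remaining single arrays (down to -1.08). Only the sign differs, within the spread of the arrays. For Hdc the paper gives 1.08, with 1.21 here and 1.08 on another probe set, and for Vcan 1.1, with 1.01 here and 1.10 on another probe set, and Table 4 does not state its probe sets.

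The paper lists its 9 genes among those at least 1.5-fold different. Of the 9, 7 passed both thresholds without the filter on signal and 6 with it, which removes Cftr, and Klk1 (the paper's Klk6) and Gem had signed folds of -1.47 and -1.48 and are not in the additional file under these names or, for Klk1, its accession. Klk1 reached 1.5 with quantile normalization (-1.54) and without wild-type replicate 3 (-1.53), wild-type replicate 4 (-1.55) or Cox-1 KO replicate 4 (-1.53), and Gem without wild-type replicate 3 (-1.58), wild-type replicate 4 (-1.54) or Cox-1 KO replicate 2 (-1.69). With limma and an adjusted p under 0.05, a threshold the paper does not use, none of the 9 passed. Jchain passed with log2(signal + 32), with signals under 100 set to 100, with median centring, with array weights and without wild-type replicate 1, and Tnni2 without Cox-1 KO replicate 4.

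The paper counts 277 genes, which are 277 probe sets in its additional file. With its thresholds on p and fold, 228 passed after the filter on signal used here and 286 without a filter, and 265 of the 286 are in the additional file. Of its other 12 rows, 11 had an unadjusted p over 0.05, the highest 0.0577, and 1 had a fold of 1.4958. The methods require a present call in 50% of samples, and 66 of the 277 rows of the additional file have a present call on fewer of the 8 arrays. The methods do not say whether a genotype is meant, and all 277 have a present call on 50% or more of the arrays of at least 1 genotype.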

Other observations

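The test of the splits for the count of changed probe sets was chosen after a result was seen, as was the unadjusted p of 0.01 for the genes near Ptgs1; the other tests here were set before their results.

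The 8 arrays can be split into groups of 4 in 35 ways. By the number of splits alone, chance cannot be excluded for any of the 3 counts below. Each number of splits includes the split by genotype itself. The split by genotype gave 3 probe sets past an adjusted p under 0.05, and 2 of the 35 splits, 1 of them another split, gave as many, with 533 in the highest other. It gave 228 probe sets past the methods' thresholds, and 2 splits, 1 of them another, gave as many, with 633 in the highest other. It gave 11 gene lists, and 3 splits, 2 of them others, gave as many, with 13 in the highest other. The split with 533 and 633 sets wild-type replicates 1 to 3 and Cox-1 KO replicate 2 against the other 4 arrays, which are those high in yolk sac transcripts, and it points to a structure of the samples. The first principal component held 44.8% of the variance and parted the same arrays. Apart from that split and the split by genotype, every split gave 0 changed probe sets and at most 134 past the methods' thresholds. Ptgs1, the deleted gene, is among the 3 of the split by genotype.

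Genes near Ptgs1 were examined because the Cox-1 KO mice are a cross with the 129P2 strain (Sv129 in the sample labels), whose alleles may remain around the targeted gene. Of 141 measured genes among the 250 on either side of Ptgs1, none was called, and 9 (6.38%) had an unadjusted p of 0.01 or less, against 3.11% of the genes elsewhere (odds ratio 2.13, 95% interval 0.944 to 4.20, which includes 1; Fisher's exact test, two-sided p = 0.0446). With 100 genes on either side the p of this test was 0.199 (odds ratio 2.02, 95% interval 0.40 to 6.32). With 500 it was 0.0199 (odds ratio 1.85, 95% interval 1.05 to 3.05, which excludes 1). The evidence for a higher share is thus weak and depends on the window. Alleles of the 129P2 strain around the targeted gene stay open as its cause. Signal differences from probe mismatches to 129P2 alleles cannot be told apart from changes in expression. Of 6 such genes with several probe sets, 0 moved the same way with an unadjusted p of 0.05 or less on all of them, but only 22.1% of such genes elsewhere met this (Fisher's exact test, two-sided p = 0.345). Cercam, a cell adhesion protein that is in the study's additional file, was the gene with the largest difference (log2 fold change -1.28), and was chosen after its value was seen.

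Several gene lists that bear on no claim were tested. Decidual genes were higher as a group (22 measured, median log2 fold change 0.08, camera adjusted p = 0.025), as were adipocyte genes (11 measured, 0.43, adjusted p = 0.00122), and proliferation genes were lower (21 measured, -0.14, adjusted p = 0.033). With an estimated correlation each had an adjusted p of 0.528 or more, and proliferation genes had 0.122 with the mean of all probe sets of a gene. With the yolk sac covariate, adipocyte genes had an adjusted p of 0.117. Their mean was -1.10 on wild-type replicate 2, relative to the mean of all arrays, against 0.03 to 0.13 on the other wild-type arrays, and -0.14 and -0.19 on Cox-1 KO replicates 1 and 2. The call ended without wild-type replicate 2 (adjusted p = 0.105) and without Cox-1 KO replicate 3 (0.0957). The decidual call ended without wild-type replicate 1 or 4 or Cox-1 KO replicate 2 or 4 (0.0756 to 0.237), and the proliferation call without wild-type replicate 1 or 4 or Cox-1 KO replicate 1, 2 or 3 (0.053 to 0.30). Cyp11a1, a steroidogenic enzyme, was the only gene of these 3 lists to pass over its list alone, with a signal of 5341 ± 703 in wild-type and 7672 ± 1309.6 in Cox-1 KO uterus (SD, n = 4 each).

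The remaining lists did not pass as groups. Endometrial gland genes had a median log2 fold change of 0.10 (camera adjusted p = 0.607), and the implantation serine proteases Prss28 and Prss29 were lower over the list alone (both in the study's additional file), Prss29 from 3246 ± 1157 to 1359 ± 541 (SD, n = 4 each). Retinoid genes, with 4 of 13 in the additional file, had a median of 0.04 (adjusted p = 0.228), with Fabp5, Rbp4 and Cyp26b1 higher and Cyp26a1 and Aldh1a2 lower over the list alone. The medians were 0.06 for simple epithelium (adjusted p = 0.256), 0.24 for trophoblast and placenta (0.279), 0.24 for adult blood (0.302), 0.02 for collagen and matrix (0.607) and 0.06 for heat shock and handling stress (0.20). For ovary and oviduct the median was -0.08 and the mean 0.42 (adjusted p = 0.976), with no gene past the test over its list alone in these 6 lists.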
